# A limited role for p53 in modulating the immediate phenotype of Apc loss in the intestine

**DOI:** 10.1186/1471-2407-8-162

**Published:** 2008-06-05

**Authors:** Karen R Reed, Valerie S Meniel, Victoria Marsh, Alicia Cole, Owen J Sansom, Alan R Clarke

## Abstract

**Background:**

p53 is an important tumour suppressor with a known role in the later stages of colorectal cancer, but its relevance to the early stages of neoplastic initiation remains somewhat unclear. Although p53-dependent regulation of Wnt signalling activity is known to occur, the importance of these regulatory mechanisms during the early stages of intestinal neoplasia has not been demonstrated.

**Methods:**

We have conditionally deleted the Adenomatous Polyposis coli gene (*Apc*) from the adult murine intestine in wild type and p53 deficient environments and subsequently compared the phenotype and transcriptome profiles in both genotypes.

**Results:**

Expression of p53 was shown to be elevated following the conditional deletion of Apc in the adult small intestine. Furthermore, p53 status was shown to impact on the transcription profile observed following Apc loss. A number of key Wnt pathway components and targets were altered in the p53 deficient environment. However, the aberrant phenotype observed following loss of *Apc *(rapid nuclear localisation of β-catenin, increased levels of DNA damage, nuclear atypia, perturbed cell death, proliferation, differentiation and migration) was not significantly altered by the absence of p53.

**Conclusion:**

p53 related feedback mechanisms regulating Wnt signalling activity are present in the intestine, and become activated following loss of Apc. However, the physiological Wnt pathway regulation by p53 appears to be overwhelmed by Apc loss and consequently the activity of these regulatory mechanisms is not sufficient to modulate the immediate phenotypes seen following Apc loss. Thus we are able to provide an explanation to the apparent contradiction that, despite having a Wnt regulatory capacity, p53 loss is not associated with early lesion development.

## Background

p53 is implicated in colorectal cancer as the final step of multi-step carcinogenesis leading to carcinoma formation [1]. However, p53 is also postulated to be involved as a critical negative regulator of the Wnt signalling pathway, arguing that it should also have a role in the tumour initiation process. To date, crossing p53 deficient mice to the *Apc*^*min *^mouse has variably been reported to have no effect or to modify adenoma formation [2-4]. Consequently there is a need to further clarify the role of p53 function in intestinal neoplasia.

Increased levels of β-catenin lead to increased transcription of *p14ARF *(in human cells, *p19ARF *in murine cells) which in turn inactivates Mdm2, allowing the activation of p53 [5]. Active p53 is then able to down-regulate *β-catenin *and a number of mechanisms for this feedback have been proposed. These include a GSK3β independent mechanism where the p53 target gene *Siah1 *interacts with APC to promote the degradation of β-catenin [6]. A GSK3β, CK1 dependent mechanism has also been proposed, wherein, p53 activity mediates a faster mobilization of Axin into the degradation complex. This results in enhanced phosphorylation of β-catenin on key NH2-terminal serines and consequently a heightened β-catenin turnover [7]. In both of these scenarios there is, presumably, a requirement for active Apc in order to obtain inhibition of Wnt signalling. However, p53 activity also affects the expression of genes that are known regulators of Wnt signalling e.g. p53 induces *Dkk1 *expression which is an inhibitor of the Wnt signalling pathway acting upstream of β-catenin [8], while *Tcf-4 *mRNA is down-regulated after increased p53 expression [9]. Thus, in these scenarios Wnt signalling could be inhibited independently to loss of *Apc*.

Here, we report the consequence of p53 deficiency upon the phenotypes observed immediately following *Apc *loss. These data clarify the extent to which p53-dependent inhibition of Wnt signalling can occur in this setting, and also indicate whether p53 status is relevant to the tumour initiation process. To achieve this, we utilised mice bearing a conditional Apc allele on either a wild type or p53 deficient background [10,11] and determined if any p53 dependent feedback loops have a functional consequence immediately following Apc loss. Thus we are able to address whether p53 contributes to the early stages of intestinal neoplasia or whether its role is restricted to the latter stages of carcinogenesis as previously proposed [1].

## Methods

All experiments were performed according to UK Home Office regulations. Induction of Apc loss was initiated by giving daily injections (i.p.) of β-napthoflavone (80 mg/kg). Tissues were harvested at the appropriate time point and processed as previously described [11]. Immunohistochemistry (IHC) was performed on paraffin embedded tissues fixed in 4% formaldehyde at 4°C for no more than 24 hours prior to processing. The following antibodies were used for IHC; p53 1:50, MS104 Labvision, β-catenin 1:50, C19220, Transduction Laboratories, cMyc 1:50 sc-764, Santa Cruz, p21CIP1/WAF1 1:500, Santa Cruz Technologies, γ H2AX 1:300, JBW 301, Upstate, lysozyme 1:200, A0099 Dako. Grimelius staining was performed as previously described by Sansom *et al*. 2004. Apoptosis and mitotic index were scored from H&E stained sections as previously described [12] and apoptosis was independently confirmed by IHC staining with an antibody against active caspase 3 (1:750; R&D systems data not shown). Nuclear area was characterised from H&E stained sections using the AnalySIS (Soft Imaging Systems) software. Primers for quantitative real-time RT-PCR (QRT-PCR) (listed in additional file 1) were designed using primer3 to span intron-exon boundaries wherever possible. QRT-PCR reactions were performed using a chromo4 real-time detector (MJ Research) and standard protocols of 60°C annealing temperature. Triplicate samples from each genotype were amplified in duplicate and the expression levels of the genes of interest were normalised to the housekeeping control gene *β-actin *and analysed as previously described [13]. Affymetrix Gene Arrays were run at the Cancer Research UK facility at the Paterson Institute for Cancer Research, UK using MOE430_2 chips and triplicate intestinal samples for each genotype 5 days post induction using Cre recombinase; *Cre+Apc*^*fl*/*fl*^*p53*^+/+^,*Cre+Apc*^*fl*/*fl*^*p53*^-/-^, *Cre+Apc*^+/+^*p53*^+/+ ^and *Cre+Apc*^+/+^*p53*^-/-^. The array data generated is available from the Affymetrix MIAMEVICE web page [14].

## Results and discussion

### P53 expression and regulation following the loss of Apc

Given that we expect to see p53 expression up-regulated following activation of Wnt signalling, we initially characterised the p53 expression profile in intestines following the conditional deletion of Apc. We have developed a robust protocol which utilises the Ah-cre transgene (possessing an inducible Cyp1a-driven Cre recombinase [15]) in combination with loxP flanked Apc alleles [16] allowing us to conditionally delete Apc in the adult small intestine [11]. We have previously demonstrated that such conditional deletion of Apc results in rapid nuclear localisation of β-catenin, acute activation of Wnt signalling and perturbed cell death, proliferation, differentiation and migration [11]. We have also previously performed affymetrix microarray expression analysis comparing *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^and *Cre+Apc*^+/+^*p53*^+/+ ^intestines [11], and this data suggested an approximately 1.7 fold up-regulation of *p53 *expression following the loss of Apc. We have now verified this finding by both quantitative real-time RT-PCR (QRT-PCR) (Figure 1) and immunohistochemistry (IHC) (Figure 1). IHC analysis demonstrated that elevated p53 protein occurred only in a discrete set of cells towards the leading edge, but still within, the aberrant structure seen following the loss of Apc (Figure 1) and was not global as was initially expected. Nuclear p53 protein is not seen within the intestinal epithelium of induced control samples (*Cre+LacZ+Apc*^+/+^*p53*^+/+^) (additional file 2). Thus we are able to exclude the possibility that p53 activation is occurring as a consequence of DNA breaks transiently generated during Cre mediated recombination (recombination occurs around LoxP flanked stop cassette upstream of the LacZ allele). It is pertinent to note that widespread nuclear β-catenin and c-Myc occurs following Apc loss (Figure 2c+e) resulting in activation of Wnt target genes throughout the aberrant structure [11]. The restricted pattern p53 expression suggests that p53 is not a global Wnt target gene, or indeed a global c-Myc target gene, but is deregulated as a consequence of Apc loss in conjunction with other factors.

**Figure 1:**
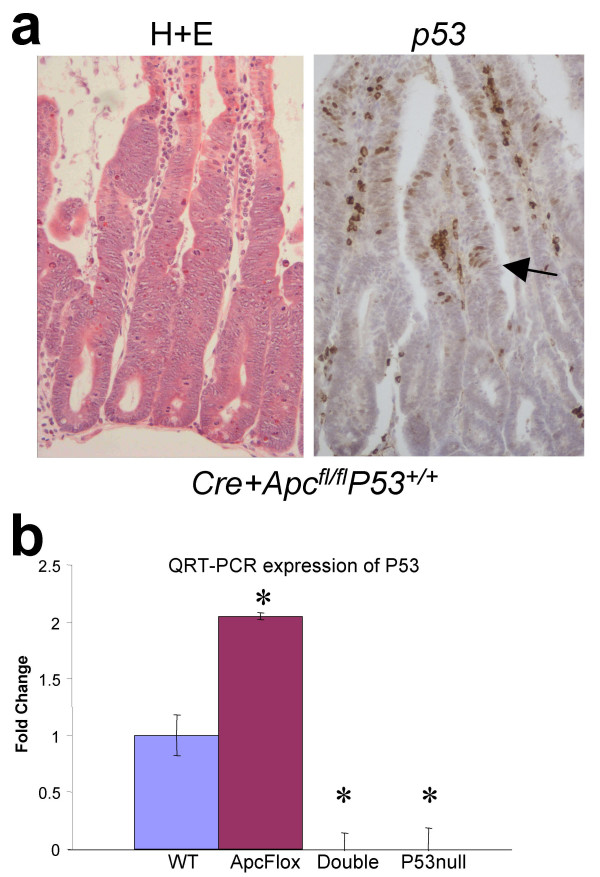
**Characterisation of p53 expression levels in induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestinal samples**. a) p53 IHC was performed 4 days post Apc loss and shows that p53 is only up-regulated in a subset of cells, towards the leading edge but within the aberrant structure seen following Apc loss. b) QRT-PCR expression analysis of intestinal samples 4 days post Apc loss (ApcFlox) confirms that *p53 *transcript is up-regulated approximately 2 fold.

**Figure 2:**
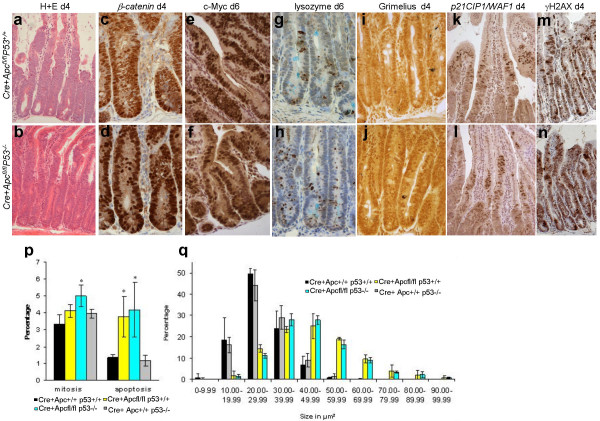
**Phenotypic characterisation of induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestinal samples**. The top panel represents induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestinal samples, while the bottom panel represents induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^intestinal samples. a+b) H&E staining displays no ascertainable difference between (a) the induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^and (b) the induced *Cre+Apc*^*fl*/*fl*^*p53*^-/-^. c+d) β-catenin IHC and e+f) cMyc IHC display nuclear staining throughout the aberrant structure in both sample types. g+h) IHC detecting lysozyme positivity shows that paneth cell mis-localisation occurs in an identical manner in both genotypes with complete mis-localisation occurring 6 days after induction. i+j) Grimelius staining shows no ascertainable difference between the two induced genotypes. k+l) p21CIP1/WAF1 IHC displays a band of positively stained cells displaying an enlarged nuclear area and the leading edge of aberrancy adjacent to phenotypically normal cells in both induced genotypes. m+n) γ H2AX IHC shows no difference between the 2 genotypes. p) Apoptotic and mitotic crypt indices show no differences between the induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestinal samples (assessed using t-test), asterisks signify a significant difference (p < 0.05) compared to the control levels. q) Characterisation of the nuclear area at the crypt-villus (or aberrant-normal) junction show both the induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^samples display an increase in the number of larger nuclei compared to control *Cre+Apc*^+/+^*p53*^-/- ^and *Cre+Apc*^+/+^*p53*^+/+ ^samples. Yet again no differences between the induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^samples could be identified.

### Characterisation of p53 deficient Apc deficient intestines

In order to assess the importance of p53 status upon the early consequences of Apc loss we generated p53 null mice possessing the Ah-cre transgene and loxP flanked Apc alleles (designated *cre+Apc*^*fl*/*fl*^*p53*^-/- ^mice) and conditionally deleted Apc in a p53 deficient environment. Characterisation of induced *cre+Apc*^*fl*/*fl*^*p53*^-/- ^mice demonstrated that the additional loss of p53 in the context of Apc deficiency did not alter the gross phenotype observed following the loss of Apc (Figure 2).

Induced *cre+Apc*^*fl*/*fl*^*p53*^-/- ^mice displayed an aberrant crypt-villus architecture possessing an expanded area of morphologically atypical "crypt-like" cells evident on hematoxylin-and-eosin-stained material (Figure 2a+b), in a manner indistinguishable from *Apc *loss alone. Rapid nuclear localisation of β-catenin also occurred in the aberrant areas in both genotypes (Figure 2c+d) and the time scale for loss of differentiation status of enteroendocrine cells (assessed by Grimelius staining) and Paneth and goblet cell mislocalisation (assessed using anti-Lysozyme IHC and alcian blue staining respectively) was identical in both genotypes (Figure 2g–j).

Apc loss (in induced *cre+Apc*^*fl*/*fl*^*p53*^+/+ ^mice) is known to result in an increase in nuclear area primarily in the cells towards the leading edge of the aberrant structure [17]. The precise mechanisms and relevance of this finding is currently not known, but given that up-regulation of p53 occurs within this area, we quantified nuclear area in *cre+Apc*^*fl*/*fl*^*p53*^-/- ^samples to determine if p53 played any role in this phenotype. Several lines of evidence suggest such a role for p53. For example, p53-dependent G1/S arrest or G2/M arrest are mechanisms employed to prevent genomically unstable cells progressing [18-21]. Furthermore, p53 is up-regulated in response to DNA damage and other stimuli that can result in aneuploidy, with p53-deficient cells failing to arrest and developing centrosome and spindle dysfunction and ultimately aneuploidy [22,23]. Thus it might be expected that p53 deficiency within our system might result in elevated levels of nuclear atypia. However, no difference was observed in nuclear area within the leading edge of aberrant morphology between induced *cre+Apc*^*fl*/*fl*^*p53*^+/+ ^and *cre+Apc*^*fl*/*fl*^*p53*^-/- ^intestines (Figure 2q), and this phenomenon is therefore independent of p53 status. Furthermore, IHC analysis demonstrated continued up-regulation of the p53-dependent target gene p21CIP1/WAF1 in the absence of p53 (Figure 2k+l), which is considered to act as a marker of polyploidy [24].

Given that p53 is a key gene in signalling DNA damage induced apoptosis and cell cycle arrest in the murine small intestine, we also assessed whether the apoptosis that is induced following Apc loss was dependent on p53. This is particularly relevant given our recent data showing that apoptosis induced by Apc loss is dependent on the proto-oncogene c-Myc [25] and recent publications highlighting the importance of oncogenic activation of DNA checkpoints at the earliest stages of tumourigenesis [26,27]. Importantly the levels of apoptosis were not affected by p53 deficiency (Figure 2p), proving that p53 is not required for the apoptotic response seen in this setting. Furthermore, there was no significant difference in the mitotic index between induced *cre+Apc*^*fl*/*fl*^*p53*^+/+ ^and *cre+Apc*^*fl*/*fl*^*p53*^-/- ^intestines (Figure 2p) and we believe that p53 is not required for the increase in mitotic index seen following Apc loss. That said induced *cre+Apc*^*fl*/*fl*^*p53*^-/- ^intestines were significantly elevated compared to wild type while induced *cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestines were not (Figure 2p). Therefore, there is a trend based solely on the mean levels of mitosis following induction, which suggests p53 may act to repress mitosis following Apc loss. However, we consider the evidence to support such a p53 dependent role to be rather weak.

We also assessed *γ*-H2AX levels to investigate the levels of DNA damage occurring in both genotypes. *γ*-H2AX foci have been shown to localize at double-strand DNA breaks [28] and we show here that expression levels of *γ-H2AX *are up-regulated (approximately 3 fold) following Apc loss (Figure 3) and widespread γ-H2AX staining occurs throughout the aberrant structure (Figure 2m) which is not seen in induced *cre+Apc*^+/+^*P53*^+/+ ^control samples (data not shown). This widespread γ-H2AX staining is seen at a similar level in the absence of p53 (Figure 2n and QRT-PCR analysis confirms that expression levels are not altered in the absence of p53 (Figure 3). Thus, loss of Apc results in the rapid elevation of γ-H2AX levels, consistent with its role as a marker of increased DNA damage, another hallmark of neoplasia which we observe to be independent of p53 status.

**Figure 3:**
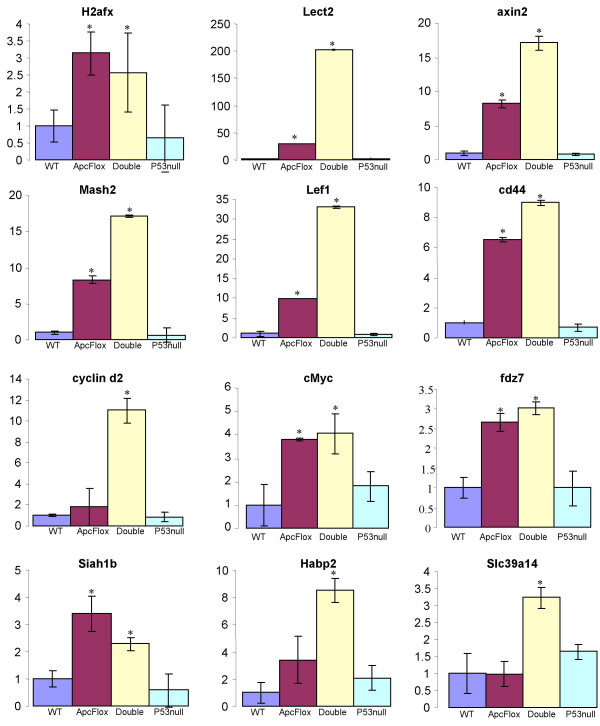
**QRT-PCR expression analysis of candidate genes**. QRT-PCR expression analysis was on intestinal samples from *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^(ApcFlox),*Cre+Apc*^*fl*/*fl*^*p53*^-/- ^(Double), *Cre+Apc*^+/+^*p53*^+/+ ^(WT) and *Cre+Apc*^+/+^*p53*^-/- ^(P53null) intestinal samples, 4 days post induction. The histogram shows the fold change of expression levels in experimental samples relative to control samples, while error bars show the standard deviation of ΔC_T _values obtained for the replicates of each sample type. Asterisks denote a significant difference between the experimental and control ΔC_T _values, as assessed using the T-test p < 0.05.

### Characterisation of Wnt signalling in a p53 deficient Apc deficient intestine

We next wished to closely address whether p53 loss was subtly affecting Wnt signalling and therefore employed affymetrix micro-array analysis to compare the transcriptome profiles of induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestines compared to control *Cre+Apc*^+/+^*p53*^+/+^.

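RNA from the small intestine of 12 mice was hybridised to 1 Affymetrix array per mouse, 3 mice for each of 4 genotypes. Control mice were Cre+Apc+/+p53+/+, Apc-deficient mice Cre+Apcfl/flp53+/+, p53-deficient mice Cre+Apc+/+p53-/- and double-deficient mice Cre+Apcfl/flp53-/-. Tissue was taken at day 5 after induction with β-naphthoflavone at 80 mg/kg, given as daily injections in the methods and as 3 injections in 1 day in the sample labels. The p53 transcript served as a check on the genotypes. The first of its probe sets had a scaled signal of 222 ± 45.2 (mean ± SD, n = 3) in control intestines and was undetected on every array of p53-null mice. This was at least 22.2-fold lower in p53-deficient and at least 27.4-fold lower in double-deficient intestines (adjusted p = 0.0095 and 0.00056). A second p53 probe set stayed detectable without p53, at 135 ± 22.1 in p53-deficient and 214 ± 38.9 in double-deficient intestines against 366 ± 58.1 in control intestines (adjusted p = 0.042 and 0.056). The call of the second probe set in p53-deficient intestines was lost in 10 of 18 alternatives, among them the omission of any control or p53-deficient array, Apc-deficient D5fl_444t or double-deficient gap397 or gap429. An Apc probe set read 450 ± 36.2 in control and 707 ± 69.6 in Apc-deficient intestines (adjusted p = 0.07). Whether it lies outside the deleted part of Apc was not analysed here, so it checks no genotype. The deposited values are, for each array, the signal of each probe set (linear intensity before any scaling between arrays) and a detection p-value, together with a table normalised by the authors. Probe sets with a detection p under 0.2 on at least 1 array were kept, 36336 of 45101, and their log2 signals were centred on each array's mean, as a global geometric mean does. Genotypes were then compared with limma, with p adjusted by the Benjamini-Hochberg method and called under 0.05. Detected here means a detection p under 0.05, and a gene undetected in a whole group gives only a lower bound of its fold, taken between means of log2 signals. Where that bound lay above the ratio of the mean signals it is not given. Values, bounds and detection named for a gene are those of 1 of its probe sets unless stated. Control arrays had 18388 to 19416 probe sets detected, Apc-deficient arrays 21559 to 21833, p53-deficient arrays 20508 to 21139 and double-deficient arrays 21570 to 23213. Unscaled signals were lower than in control intestines, with a median log2 difference over all probe sets of −0.67 (Apc-deficient), −0.25 (double-deficient) and −0.56 (p53-deficient). Between double- and Apc-deficient intestines it was 0.38, between double- and p53-deficient intestines 0.35, and for the interaction 0.97. All changes are given relative to these shifts. Transcripts of the exocrine pancreas stood at a median scaled log2 signal of 12.64 on the array of control d5wt_474u and 11.41 on that of double-deficient gap429, against 4.23 to 6.01 on the other 10. Smooth muscle transcripts stood at 6.18 on the array of control d5wt_110u, against 7.35 to 9.70 on all others. The desmin gene Des read 22.1 there, and 411 and 814 on the other control arrays. Arrays are named by their sample titles. What the codes in the deposited column names stand for is not stated. Each of the 4 digit codes holds 1 genotype, and of the 2 letter codes 1 holds control and Apc-deficient arrays and the other p53-deficient and double-deficient arrays. If the letters mark runs, run and p53 status cannot be told apart, and if the digits do, run and genotype cannot, for any comparison.

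**Figure D1:**
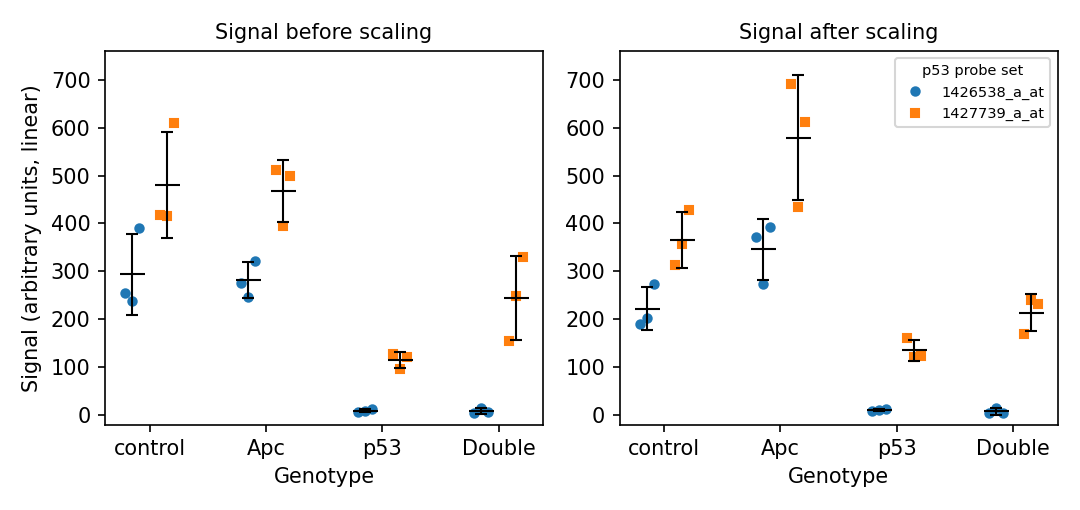
Signal of both p53 probe sets on each array by genotype (linear, arbitrary units), before and after scaling between arrays. Points are arrays and bars mean ± SD of 3 mice, and the first probe set is near 0 in both p53-null genotypes.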

Array date was screened (using a cut-off of at least one p value for each probe ID <0.2), normalised (global geometric mean) using the MaxD/View-Program and analysed using the SAM-Program [29,30]. Pair-wise comparison between induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and control induced *Cre+Apc*^+/+^*p53*^+/+ ^samples identified a total of 78 significantly altered probe ID's using a stringent 2% false discovery rate (FDR) (additional file 3). Of these, 53 (Table 1) were not identified in SAM outputs comparing induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^to induced control *Cre+Apc*^+/+^*p53*^+/+ ^samples or induced *Cre+Apc*^+/+^*p53*^-/- ^to induced control *Cre+Apc*^+/+^*p53*^+/+ ^samples. These gene changes are therefore classified as statistically altered (using a 2% FDR cut-off) specifically following the combined loss of both p53 and Apc. It should be noted that a proportion of these genes may display an altered expression profile in either induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^or induced *Cre+Apc*^+/+^*p53*^-/-^, but they are not identified as statistically altered by SAM analysis using the stringent cut-off level of 2%FRD, but are only identified using less stringent cut-off levels. Two of these genes, Lect2 and Axin2, are known Wnt target genes, the expression profiles of which were confirmed across the genotypes using Q-RTPCR (Figure 3). Indeed for both genes, although they are deregulated following *Apc *loss, we observed heightened induction in the combined absence of Apc and p53. This is consistent with loss of a feedback mechanism in the absence of p53, or indeed the induction of an alternate feedback mechanism, as both Axin2 and Lect2 are known Wnt repressors as well as Wnt targets [31,32].

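Genes of cell division rose and genes of absorptive enterocytes fell in double-deficient against control intestines (n = 3 each). Of 25 measured proliferation genes, 15 rose (21 when adjusted over the list alone) and the other 10 did not pass. Mcm6 and Mcm2, subunits of the replicative helicase, rose by 1.17 and 1.30 log2 units. Of 26 enterocyte genes, 12 fell (15 when adjusted over the list alone), among them the fructose transporter gene Slc2a5 (log2 −2.25) and the lactase gene Lct (−3.24). Genes of enteroendocrine cells fell for 6 of 16 (8 lower and 1 higher when adjusted over the list alone), including Gcg, which encodes proglucagon (−3.01). Paneth cell genes rose for 5 of 11 (9 when adjusted over the list alone), led by Pla2g2a, a secreted phospholipase, from 252 ± 36.2 to 5730 ± 1030 (mean ± SD). In limma's camera test these lists moved against all other genes with an adjusted p = 1.8e-08 (proliferation), 8.2e-08 (enterocytes), 0.0013 (enteroendocrine cells) and 6.6e-05 (Paneth cells). None of the 4 passed with the correlation among members estimated from the arrays: adjusted p = 0.23 with an estimated correlation for Paneth cells and 0.34 for each of the others. The TNF receptor family gene Tnfrsf12a, undetected in control intestines, reached 720 ± 342 and was at least 34.5-fold higher (adjusted p = 0.00031). Gulo, of vitamin C synthesis, rose from below detection to 545 ± 209 (adjusted p = 0.0069). Ugt2b5, a glucuronidation enzyme, fell below detection, at least 13.6-fold lower (adjusted p = 0.0013). The cytochrome P450 gene Cyp1a1, which β-naphthoflavone induces, fell from 3100 ± 814 to 121 ± 95 (log2 −4.91, SE 1.43, adjusted p = 0.043). It lost its call in 9 of 18 alternatives, including the omission of any control or double-deficient array, Apc-deficient D5fl_331u or p53-deficient GAP886. In all, 3234 probe sets were higher and 2196 lower at an adjusted p under 0.05, and 1477 and 832 at the 2% of the paper's comparison. The total of 5430 at 0.05 became 2047, 3002 or 2720 without control d5wt_110u, d5wt_323u or d5wt_474u, and 1519 or 3036 without double-deficient gap397 or gap429. At 2% the total of 2309 became 521, 660 or 700 without those control arrays in the same order, and 1245, 276 or 523 without double-deficient gap346, gap397 or gap429. Leaving out control d5wt_474u and double-deficient gap429 together, an alternative chosen after the pancreas transcripts were seen, gave 790 probe sets at 0.05.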

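Many genes of Table 1 also changed with loss of Apc alone. Its 53 entries are 52 distinct probe sets, all measured here. Of these, 45 passed an adjusted p under 0.05 between double-deficient and control intestines (28 at 2%), 51 of the 52 having higher signals. Between Apc-deficient and control intestines (n = 3 each), 27 of them passed at 0.05, each in the direction it took in double-deficient intestines, and 15 passed at 2%. Between p53-deficient and control intestines, 4 passed at 0.05 and 6 at 10%. The ferric reductase gene Cybrd1 rose in Apc-deficient intestines by 3.01 log2 units (adjusted p = 0.001), and Agr3, a protein disulphide isomerase family gene, was at least 3.67-fold higher (adjusted p = 0.024). Of 10 probe sets of Meg3, an imprinted noncoding RNA, 1 passed in Apc-deficient intestines (adjusted p = 0.026). It is in Table 1 and was undetected in control intestines, while another in Table 1, detected there, rose by 1.14 log2 units (adjusted p = 0.077). The Table 1 probe set of Il1rn, which encodes the interleukin 1 receptor antagonist, went from 14.1 ± 0.986 in control to 78.1 ± 13.8 in Apc-deficient and 195 ± 44.5 in double-deficient intestines (mean ± SD). The transcription factor gene Zbtb20 passed with p53 loss alone in 1 of 8 probe sets (adjusted p = 0.021), but both groups were below detection there, so no fold is given. Detection limits many of these folds, because 43 of the 52 probe sets were undetected on all 3 control arrays. Over all probe sets, 2566 rose and 1311 fell in both Apc- and double-deficient intestines at 0.05, against 509 and 234 for independent lists of these sizes, and 4 took opposite directions. Both comparisons use the same 3 control arrays, which can add to that excess. The changes correlated at 0.738 across probe sets (Pearson's r), against 0.5 in 50 simulated data sets with shared controls and no effects. In these simulations each probe set was drawn independently. Probe sets are not independent replicates. At 2%, 630 probe sets passed in double-deficient intestines and with neither single loss, 13 of them in Table 1.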

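The size of these changes was larger with combined loss than with Apc loss for 50 of the 52 distinct probe sets of Table 1, and their sign was shared for 49. The median log2 change was 3.29 in double-deficient, 1.86 in Apc-deficient and 1.66 in p53-deficient intestines, each against control intestines. These medians are of fitted values that include genes below detection. The study selected the genes for passing the first comparison and neither single loss at 2%. This favours a larger change with combined loss than with Apc loss, so neither the medians nor the counts of sizes and signs are independent evidence. Tested directly between double- and Apc-deficient intestines (n = 3 each), 1 probe set without a gene symbol passed at 0.05 (adjusted p = 0.03), and 15 passed at 15%, all higher in double-deficient intestines. The same selection favours that direction, so the direct test is not independent evidence either. In the probe sets of Table 1, Il1rn was at least 2.48-fold higher with an adjusted p = 0.057, Cybrd1 1.75 log2 units higher with an adjusted p = 0.08, and Meg3 1.96 and 2.30 higher with an adjusted p = 0.083 and 0.18. Agr3, a gene of the anterior gradient family, stood 2.53 log2 units higher (adjusted p = 0.11). A test of interaction asks whether the combined loss differs from the sum of both single losses on the log2 scale. With limma, 0 of the 52 passed it at 0.05, and 12 had an unadjusted p under 0.05.

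**Figure D2:**
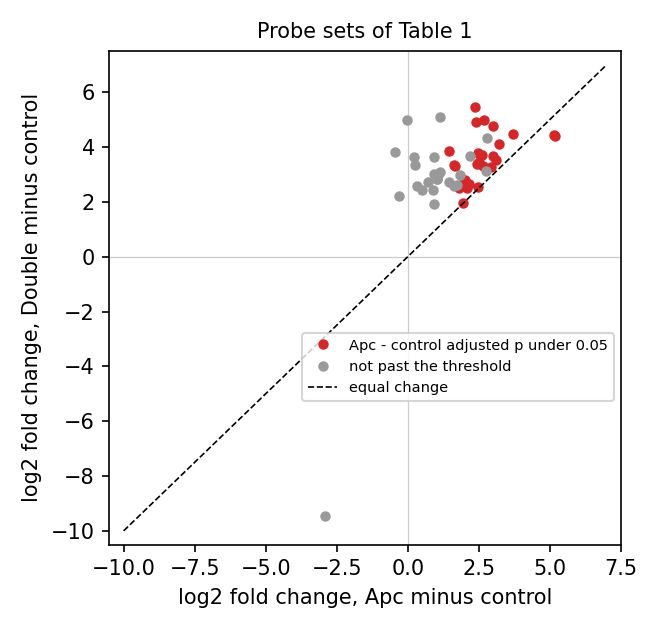
Fitted log2 change of the 52 probe sets of Table 1 in double-deficient against control intestines (vertical axis) and Apc-deficient against control intestines (horizontal axis). Each point is a probe set, red with an adjusted p under 0.05 in Apc-deficient intestines (27 of them), and the dashed line marks equal change.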

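Axin2, a negative feedback gene of the Wnt pathway, read 350 ± 40 in control, 486 ± 56.4 in p53-deficient, 1480 ± 514 in Apc-deficient and 2400 ± 383 in double-deficient intestines (mean ± SD, n = 3). It rose by 2.03 log2 units with Apc loss and 2.78 with combined loss (adjusted p = 0.00097 and 0.00056). Lect2, which encodes a secreted leukocyte chemotactic factor, read 5.19 ± 1.07 in control, 8.69 ± 1.65 in p53-deficient, 32.8 ± 20.9 in Apc-deficient and 262 ± 168 in double-deficient intestines. Only the double-deficient genotype had arrays on which Lect2 was detected, 2 of 3, and there it was at least 22-fold above control intestines (adjusted p = 0.0015). With Apc loss alone Lect2 passed the test (adjusted p = 0.019), but both groups were below detection, so no fold is given. That call was lost in 6 of 18 alternatives, including the omission of control d5wt_474u or Apc-deficient D5fl_131u or D5fl_444t. Both Wnt targets were higher in double- than in Apc-deficient intestines without passing the test of that difference. For Axin2 the log2 difference was 0.74 (SE 0.25, adjusted p = 0.19), with no overlap between the arrays of the genotypes (chance gives this for 10% of genes with 3 against 3) and no call in any of 18 alternatives. For Lect2 the adjusted p was 0.062, and 4 of 18 alternatives called it, among them the omission of Apc-deficient D5fl_444t (adjusted p from 0.028 to 0.22 over the 18). Neither gene passed the test of interaction (adjusted p = 0.75 for Axin2 and 0.26 for Lect2).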

**Table 1:** Changes unique tox double *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^samples.

**Probe set ID**	**Gene Symbol**	**Gene Title**	**Fold Change in Apc^*fl*/*fl *^p53^-/- ^v WT**
1418368_at	Retnlb	resistin like beta	0.002
1422422_at	Defcr4	defensin related cryptdin 4	27.73
1425221_at	Agr3	anterior gradient homolog 3 (Xenopus laevis)	27.20
1460582_x_at	a	Nonagouti	17.82
1421837_at	Rps18	ribosomal protein S18	8.12
1422934_x_at	Defcr-rs7	defensin related cryptdin, related sequence 7	30.91
452183_a_at	Gtl2	GTL2, imprinted maternally expressed untranslated mRNA	25.82
1421838_at	Rps18	ribosomal protein S18	8.60
1459443_at	Kcnq1	Potassium voltage-gated channel, subfamily Q, member 1	9.67
1447260_at	ENSMUSG000000734	ENSMUSG00000073403	12.11
1426340_at	Slc1a3	solute carrier family 1 (glial high affinity glutamate transporter), member 3	13.83
1455274_at	a	Nonagouti	19.31
1422071_at	Lgals6	lectin, galactose binding, soluble 6	11.52
1420748_a_at	Adat1	adenosine deaminase, tRNA-specific 1	4.33
1423017_a_at	Il1rn	interleukin 1 receptor antagonist	12.54
1449492_a_at	Lect2	leukocyte cell-derived chemotaxin 2	43.73
1443536_at	Slc7a11	solute carrier family 7 (cationic amino acid transporter, y+ system), member 11	13.16
1446728_at	D3Ertd797e	DNA segment, Chr 3, ERATO Doi 797, expressed	2.39
1459779_s_at	Setd8	SET domain containing (lysine methyltransferase) 8	6.92
1421257_at	Pigb	phosphatidylinositol glycan anchor biosynthesis, class B	11.65
1446730_at	C79267	Expressed sequence C79267	10.65
1459834_x_at	---	---	4.64
1460604_at	Cybrd1	cytochrome b reductase 1	22.55
1427580_a_at	Rian	RNA imprinted and accumulated in nucleus	9.54
1418708_at	Apoc4	apolipoprotein C-IV	19.03
1422597_at	Mmp15	matrix metallopeptidase 15	10.55
1434734_at	E130016E03Rik	RIKEN cDNA E130016E03 gene	9.11
1441594_at	---	---	5.86
1441624_at	Sorbs2	sorbin and SH3 domain containing 2	3.78
1434028_at	Arnt2	aryl hydrocarbon receptor nuclear translocator 2	11.43
1427967_at	Srgap2	SLIT-ROBO Rho GTPase activating protein 2	9.36
1434497_at	4933431E20Rik	RIKEN cDNA 4933431E20 gene	7.73
1444538_at	Snd1	Staphylococcal nuclease and tudor domain containing 1	8.68
1457636_x_at	---	---	5.12
1436845_at	Axin2	axin2	4.58
1457262_at	2610207I05Rik	RIKEN cDNA 2610207I05 gene	5.35
1431031_at	Arid4b	AT rich interactive domain 4B (Rbp1 like)	3.55
1439380_x_at	Gtl2	GTL2, imprinted maternally expressed untranslated mRNA	7.69
1417520_at	Nfe2l3	nuclear factor, erythroid derived 2, like 3	6.40
1446376_at	Rps6kb1	ribosomal protein S6 kinase, polypeptide 1	5.88
1422882_at	Sypl	synaptophysin-like protein	4.91
1444498_at	---	---	7.23
1438258_at	Vldlr	very low density lipoprotein receptor	6.85
1422954_at	Zfp60	zinc finger protein 60	3.25
1425986_a_at	Dcun1d	DCUN1D1 DCN1, defective in cullin neddylation 1, domain containing 1 (S. cerevisiae)	2.49
1430458_at	Supt6h	suppressor of Ty 6 homolog (S. cerevisiae)	3.17
1434734_at	E130016E03Rik	RIKEN cDNA E130016E03 gene	9.11
1435082_at	Syp1	synaptophysin-like protein	5.30
1437065_at	Zbtb20	zinc finger and BTB domain containing 20	12.39
1441487_at	Trim2	tripartite motif protein 2	5.68
1443628_at	---	---	9.06
1447386_at	Usp2	Ubiquitin specific peptidase 8	2.94
1455327_at	Senp2	SUMO/sentrin specific peptidase 2	4.36

The transcripts shown are significantly altered (2% FDR SAM analysis) exclusively in induced *Cre+Apc*^*fl*/*fl *^*p53*^-/- ^samples compared to induced control *Cre+Apc*^+/+ ^*p53*^+/+ ^samples (not observed in either *Cre+Apc*^*fl*/*fl *^*p53*^+/+ ^or *Cre+Apc*^+/+ ^*p53*^-/- ^compared to control using 2%FDR).

We also employed a candidate gene approach, looking at the expression levels of a number of confirmed Wnt target genes to address whether p53 status affects the amplitude of Wnt signalling following Apc loss. This analysis used Q-RTPCR (Figure 3) to show that a subset of Wnt target genes (CyclinD2, Mash2, Lef1, CD44) are also expressed more highly following Wnt signalling activation in the absence of p53. This is again consistent with a loss of a p53-dependent regulatory feedback loop. Notably, from this analysis it is also clear that some but not all aspects of Wnt signalling are affected by p53 status. For example, Tcf4 (data not shown), Frizzled7 and c-Myc were analysed by Q-RTPCR and showed no differences in expression patterns in the additional absence of p53.

We also employed the candidate gene approach to look at the expression of genes proposed to be involved in the p53 dependent regulatory feedback loops using Q-RTPCR i.e. *p19arf, Mdm2, Siah1a*, *Saih1b *and *Tcf4*. The only noteworthy difference detected was reduced levels of *Siah1b *expression in the induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^compared to the induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^samples (Figure 3) (p < 0.05 T-test using ΔC_T _values). Siah1 is a known p53 target gene that appears to be significantly up-regulated (~3 fold up-regulated compared to control, p < 0.05 using T-test of ΔC_T _values) in induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestinal samples. Siah1 has previously been shown to interact with APC to promote the degradation of β-catenin, independent of GSK3b phosphorylation of β-catenin [6], and its up-regulation following Apc loss potentially represents a regulatory feedback mechanism. The reduced levels of expression of *Siah1b *in *Cre+Apc*^*fl*/*fl*^*p53*^-/-^compared to *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^samples confirm p53-dependent expression. However, *Siah1b *expression is still up-regulated (approximately 2 fold) in *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^samples compared to control *Cre+Apc*^+/+^*p53*^+/+ ^samples (Figure 3), suggesting that p53 independent mechanisms also operate to regulate *Siah1b *expression levels following the loss of Apc. Furthermore, the proposed mechanism of *Siah1b *regulation requires an interaction with Apc. However, in our experimental system we have also removed Apc, rendering the proposed *Siah1b *feedback mechanism redundant in this instance.

Finally, we also employed Sam analysis to compare the profiles of induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestines. This identified a number of potential differences using an FDR of 15%, (no differences could be identified using a lower FDR) and we subsequently attempted to confirm the expression patterns for a number of genes that the array data suggested were *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^specific alterations. 

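Few single genes separated double- from Apc-deficient intestines (n = 3 each) at an adjusted p under 0.05. Car2, which encodes a carbonic anhydrase of absorptive cells, was higher by 1.79 log2 units (SE 0.30, adjusted p = 0.045). Ogt, the O-linked N-acetylglucosamine transferase, was higher by 1.25 log2 units (869 ± 38.7 against 365 ± 24.6, mean ± SD, adjusted p = 0.045), and Lsm12, an RNA-binding protein gene, by 2.09 (adjusted p = 0.05). Lower genes included Wtip, a LIM domain protein gene (93 ± 48.7 against 465 ± 160, log2 −2.39, adjusted p = 0.04), the glycosyltransferase gene Mgat5 (−1.56, adjusted p = 0.043) and Rbl1, a retinoblastoma family gene (−1.54, adjusted p = 0.05). Over the median of each gene's probe sets the change was 0.76 for Lsm12, −0.93 for Mgat5 and −0.14 for Rbl1. None of these 6 is robust: of 18 alternatives, Ogt lost its call in 10, Car2 in 11, Lsm12 and Wtip in 12, and Mgat5 and Rbl1 in 14. All of them lost it without control d5wt_110u, control d5wt_474u, Apc-deficient D5fl_331u, p53-deficient GAP886, or double-deficient gap346 or gap397, and some of them without other arrays. In this contrast 74 probe sets were higher and 33 lower at 0.05, and 839 and 927 at the 15% of the paper's comparison. The total of 107 at 0.05 became 63, 55 or 52 without control d5wt_110u, d5wt_323u or d5wt_474u, 70 or 53 without p53-deficient GAP886 or GAP940, and 37, 28 or 20 without double-deficient gap346, gap397 or gap429. It became 570 without Apc-deficient D5fl_444t. At 15% the total of 1766 became 1050 without control d5wt_474u, 1007, 783 or 2845 without Apc-deficient D5fl_131u, D5fl_331u or D5fl_444t, and 879, 258 or 236 without double-deficient gap346, gap397 or gap429. Genes of the exocrine pancreas, such as digestive proenzymes, had a median log2 difference of 2.69 (adjusted p = 0.011 by camera, and adjusted p = 0.94 with an estimated correlation). Without double-deficient gap429 the median was 0.35 and the call was lost (adjusted p = 0.55), as it was without Apc-deficient D5fl_444t. Without gap429 and control d5wt_474u the median was 0.35 too, but the list still passed (adjusted p = 0.025). Genes of the proximal small intestine shifted upward, with a median of 0.58 over 9 measured (adjusted p = 0.0089, and adjusted p = 0.85 with an estimated correlation), and 0.22 without Apc-deficient D5fl_331u (adjusted p = 0.057). With limma 0 of them passed, 3 had an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. Interferon response genes shifted downward, with a median of −0.85 over 14 (adjusted p = 0.023, and adjusted p = 0.94 with an estimated correlation), and again 0 passed singly, with 3 lower at an unadjusted p under 0.05. The shift rests largely on double-deficient gap397, without which the median was −0.21 (adjusted p = 0.81), and its call was also lost without Apc-deficient D5fl_331u or D5fl_444t and with quantile normalisation.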

Of 8 transcripts analysed, two (*Slc39a14 *and *Hapb2*) proved to be significantly different between induced *Cre+Apc*^*fl*/*fl*^*p53*^-/- ^and induced *Cre+Apc*^*fl*/*fl*^*p53*^+/+ ^intestines (Figure 3). The significance in the alteration of these 2 transcripts is currently unknown.

## Conclusion

The restricted pattern of p53 up-regulation seen following the loss of Apc (Figure 1) was contrary to expectation, given active Wnt signalling is reported to promote p53 transcription [33]. Our data therefore argues that p53 is not a direct Wnt target, at least in the context analysed here. Notably the upregulation of p53 is associated with a zone of cells showing nuclear atypia, however we show that the development of this atypia is independent of p53, and indeed p21CIP1/WAF1 levels remain high within these cells. Furthermore, our data show that all the immediate phenotypes we observe following Apc loss are unchanged by additional p53 deficiency. With respect to apoptosis, p53 status may be rendered redundant through Wnt-mediated induction of WIP1, a protein which has previously been shown to suppress p53-dependent apoptosis in the intestine [34].

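Loss of p53 can be read in mice with Apc (p53-deficient against control intestines) and in mice without it (double- against Apc-deficient intestines), comparisons that share no array (n = 3 each). The first p53 probe set was at least 42.6-fold lower in the second (adjusted p = 0.0029). Tnfsf13os, an antisense transcript that neighbours p53, fell below detection in p53-deficient intestines, from 324 ± 49.8 to 47.9 ± 8.67 (mean ± SD, adjusted p = 0.018), and was lower in the absence of Apc too (adjusted p = 0.033). The first call was lost in 4 of 18 alternatives, including the omission of control d5wt_110u or d5wt_323u or p53-deficient GAP886. Known p53 targets did not pass as single genes, although they shifted downward together without Apc. Of 29 measured, 0 passed with limma in either comparison. In mice with Apc, 1 was higher and 4 lower at an unadjusted p under 0.05, and in mice without Apc 8 were lower (4 when adjusted over the list alone). Their median log2 change was −0.13 with Apc (adjusted p = 0.25 by camera; the median was −0.24 with quantile normalisation and 0.09 without control d5wt_474u and double-deficient gap429) and −0.40 without it (adjusted p = 0.0089, adjusted p = 0.85 with an estimated correlation, and adjusted p = 0.05, no longer called, without Apc-deficient D5fl_444t). Ccng1, which encodes cyclin G1, had a log2 difference of −1.40 between double- and Apc-deficient intestines (adjusted p = 0.099), and the apoptosis gene Pmaip1 was lower by a log2 difference of −1.17 (adjusted p = 0.11). Cdkn1a, which encodes the cell cycle inhibitor p21, changed by −0.40 (adjusted p = 0.55). Across both comparisons 6 probe sets rose and 3 fell, against 0.13 and 0.0554 for independent lists. Those that fell include the first p53 probe set and the neighbouring Tnfsf13os. The loss of p53 itself is set by the genotype, so the count of falls is no independent evidence of a shared response. Changes correlated at 0.193 across probe sets (Pearson's r), against 0.0022 in simulations. The simulations drew each probe set independently, so their range is too narrow for probe sets that vary together. Both comparisons also set the 2 letter codes against each other. If the letters mark runs, a run difference and a shared effect of p53 loss cannot be told apart. For 4 probe sets the effect of p53 loss passed as differing with Apc status at 0.05 by the test of interaction, and 5388 had an unadjusted p under 0.05. Chance is not excluded, since 3 of 50 assignments of the 12 arrays, the real one included, called as many, the highest other 42. The count of 4 was 0 without control d5wt_110u, p53-deficient GAP901 or double-deficient gap429, 1 without p53-deficient GAP940 or double-deficient gap397, and 2 without control d5wt_474u or Apc-deficient D5fl_131u. It was 9 without control d5wt_323u, 10 without p53-deficient GAP886, 11 without Apc-deficient D5fl_331u and 111 without Apc-deficient D5fl_444t.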

Despite the absence of phenotypic change, deficiency of p53 did modulate the transcriptome. Most significantly, we observed deregulation of a number of key Wnt pathway components and targets. These observations are consistent with a feedback role for p53 in the Wnt pathway; however, this activity is insufficient to modulate the immediate phenotype of Apc loss, possibly because the feedback mechanisms become swamped in the absence of Apc. 

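Wnt target genes rose strongly with loss of Apc, whether or not p53 was present (n = 3 per genotype). Of 28 measured targets, 24 rose in Apc-deficient and 22 in double-deficient intestines against control intestines. Adjusted over the list alone these were 24, and 24 higher with 1 lower. Median log2 changes were 1.80 and 1.64 (adjusted p = 1.3e-12 and 8.6e-17 by camera), and this list alone also passed as adjusted p = 0.013 with an estimated correlation and 0.0049 for combined loss. Myc, the proliferation regulator, rose from 277 ± 62.7 to 1800 ± 291 with Apc loss and 1860 ± 701 with combined loss (mean ± SD), a log2 difference of −0.02 between them (adjusted p = 0.98). The adhesion receptor gene Cd44 read 841 ± 165, 3020 ± 455 and 3570 ± 344 in the same order, a difference of 0.25 (adjusted p = 0.63). The crypt transcription factor gene Ascl2 and the cyclin gene Ccnd2 differed by 0.24 and −0.06 (adjusted p = 0.78 and 0.91). For Cd44, Ascl2 (Mash2 in the paper), Ccnd2 and Lef1 the paper reports higher levels without p53 by PCR at 4 days after induction. The arrays are of day 5, so these values are not the same measure. Tiam1, which activates the GTPase Rac, rose by 2.68 with Apc loss and 1.52 with combined loss, a difference of −1.15 (adjusted p = 0.074). Between double- and Apc-deficient intestines the target list had a median of −0.02 and a mean of 0.01 (adjusted p = 0.77 by camera). Under quantile normalisation its median was 0.21 (adjusted p = 0.48 by camera). With limma 0 targets passed, 4 were higher and 7 lower at an unadjusted p under 0.05, and 1 was higher and 4 lower when adjusted over the list alone. Of the pathway components, 7 of 27 rose with Apc loss (8 when adjusted over the list alone) and 3 with combined loss, as when adjusted over the list alone (adjusted p = 0.07 and 0.081 by camera). The receptor gene Fzd6, undetected in control intestines, was higher with Apc loss and with combined loss (adjusted p = 4e-04 and 0.0037). Siah1a, a ubiquitin ligase that degrades β-catenin, rose by 1.36 with Apc loss (adjusted p = 0.0042) and differed by −0.74 between the genotypes (adjusted p = 0.18), and without scaling its first call was lost. The paper reports its difference between these genotypes for Siah1b, which had no probe set by symbol here. Lef1, a transcription factor of the pathway, rose by 0.90 with combined loss (adjusted p = 0.019), a call lost without scaling and without any control array or double-deficient gap346, and differed by 0.46 between the genotypes (adjusted p = 0.29). In p53-deficient intestines 0 targets passed with limma, 6 being higher and 2 lower at an unadjusted p under 0.05 (median 0.11, and 0.21 without control d5wt_474u and double-deficient gap429). From the changes in Wnt components and targets the paper proposes a feedback role for p53 in the pathway, one that does not alter the immediate phenotype of Apc loss, possibly because the feedback is swamped once Apc is absent.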

Overall, our data suggests p53 status has little impact upon the initiating stages of intestinal disease, but they do provide support for physiological Wnt pathway regulation, albeit overwhelmed in this setting. The possibility remains that p53 status truly regulates Wnt pathway activity in settings of lower levels of Wnt signalling. The lack of a potent role for p53 immediately following Apc loss also provides a ready explanation for the association of p53 mutation with only the later stages of colorectal disease [1].

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KRR, VSM, VM and OJS participated in the animal studies; ARC, OJS conceived the study, and KRR, VSM and VM participated in its design and coordination; KRR performed data analysis and presentation; AC performed DNA damage analysis; KRR drafted the manuscript and all authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 Supplementary table of primers used for QRT-PCR. Click here for file

Additional file 2 P53 IHC on induced *Cre+Apc+/+P53+/+LacZ+*. Click here for file

Additional file 3 Altered probe IDs. Click here for file

# Supplementary material for: A limited role for p53 in modulating the immediate phenotype of Apc loss in the intestine
**Source:** BMC Cancer. 2008 Jun 5;8:162. doi: 10.1186/1471-2407-8-162
**Supplement:** Additional file 1 — Supplementary table of primers used for QRT-PCR.

Supplementary table of primers used for QRT-PCR

| **Target Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Genes presented in manuscript | | |
| P53 | TGTTATGTGCACGTACTCTCCTC | CTCCGTCATGTGCTGTGACT |
| H2AFX | CCAAGTCGCGCTCTTCAC | AGGATCTCGGCAGTGAGGTA |
| Lect2 | CTGCTCAAAGAACCCAAAGG | CAGACAGTCGAATGCCATCA |
| Axin2 | GCAGCTCAGCAAAAAGGGAAAT | TACATGGGGAGCACTGTCTCGT |
| Mash2 | CAGGAGCTGCTTGACTTTTCCA | GGGCTAGAAGCAGGTAGGTCCA |
| Lef1 | ATTGGCTGGCAAGGTCAG | ATGATGGGAAAACCTGGACA |
| Cd44 | GCCTCAACTGTGCACTCAAA | GTGTTTCAGGGGTGGTCATC |
| CyclinD2 | GGAGAAGCTGTCCCTGATCC | TTCCAGTTGCAATCATCGAC |
| cMyc | CTCAGTGGTCTTTCCCTACCCG3 | TGTCCAACTTGGCCCTCTTGGC |
| Fdz7 | CCATCCTCTTCATGGTGCTT | ATGGCCAAAATGGTGATTGT |
| Siah1b | TGGAAACTTGGGAAGACCAG | CTAGTCGCACGGAGACCTATG |
| Slc39a14 | CTCTCCACGTGCTTTAGCTCT | TCTGGTTTTCTGAGGTGCAG |
| Habp2 | TCATTGGGCTCTCACTGATG | GCAGCTGCAACTGAAGGTATC |
| Genes not presented in manuscript | | |
| Siah1a | TCCGCCCACAGAGATGAG | TGGCCACTCTGACACTGAAG |
| Mdm2 | CAAGAGACTCTGGTTAGACCAAAAC | ACACAATGTGCTGCTGCTTC |
| p19arf | CTGGACCAGGTGATGATGA | ACCAGCGTGTCCAGGAAG |
| Tcf4 | CCGTCCAGGAACTATGGAGA | TTCTGGAATTGACAAAAGGTG |
| Ebf1 | AGCAATGGGATACGGACAGA | GCAATACTCGGCACATTTCA |
| 4933437K13Rik | TGGCTTACTGAGACACTGGATG | CATCTGCTGCACCATAGGAG |
| senp8 | TGAGGAATAGCTTCTGGAATTTCT | CAGCTTGGAGGGTCCAATAG |
| ptprt | CGCAGGTGGCTGTTCTTT | ATTGGCTTCTCCCATGTGTT |
| Slc25a27 | TTACAGACACGTAGTGTACTCTGGA | ATCCCTCCAATGACCGATTT |
| B230114P05Rik | CACAGGAGACCAGGAGAACC | AGGTCTGCGTGGATTCTGAC |
| galnt10 | ACAGCGCGTAGGATATGGAG | ATATCGGGGAGAGAGCGATT |
| nucb2 | GAGCCACCAGATACTGGACTTT | TCCCGCTCCTTATCTCCTCT |

# Supplementary material for: A limited role for p53 in modulating the immediate phenotype of Apc loss in the intestine
**Source:** BMC Cancer. 2008 Jun 5;8:162. doi: 10.1186/1471-2407-8-162
**Supplement:** Additional file 3 — Altered probe IDs.

| Unique to A | Unique to B | Unique to C | Common to A+B | Common to A+C | Common to B+C | Common to A+B+C |
| --- | --- | --- | --- | --- | --- | --- |
| 1426538_a_at  1458366_at  1420816_at  1440207_at  1444350_at  1447960_at  1457619_at  1458225_at  1447665_at  1439580_at  1454873_at  1444280_at  1449832_at  1423008_at  1427536_at  1443960_at  1457790_at  1427514_at  1432353_at  1446876_at  1449602_at  1424190_at  1418173_at  1425552_at  1420007_at  1434634_at  1439654_at  1421453_at  1442401_at  1442433_at  1444665_at  1450014_at  1420718_at  1435420_at  1459132_at  1443621_at  1445245_at  1422618_x_at  1419230_at  1431677_at  1452822_at  1440815_x_at  1435264_at  1460662_at  1419887_at  1436989_s_at  1446987_at  1416286_at  1447523_at  1437572_at  1438012_at  1454579_at  1457379_at  1454587_at  1458031_at  1429317_at  1441638_at  1424808_at  1452300_at  1457110_at  1443554_at  1446740_at  1439972_at  1445008_at  1430609_at  1442885_at  1458419_at  1439290_at  1435924_at  1424601_at  1446015_at  1443087_at | 1445632_at  1428653_x_at  1453789_at  1438757_at  1449391_at  1449913_at  1441997_at  1437737_at  1457351_at  1436648_at  1455400_at  1420856_a_at  1420720_at  1430689_at  1424849_at  1443633_at  1441603_at  1425205_at  1447685_x_at  1442183_at  1442201_at  1442622_at  1443749_x_at  1427658_at  1457971_at  1442721_at  1424566_s_at  1451010_at  1449785_at  1443381_at  1430231_a_at  1458863_at  1431026_at  1451048_at  1443864_at  1443445_at  1445226_at  1416227_at  1441400_at  1429490_at  1418213_at  1459679_s_at  1458318_at  1428069_at  1448482_at  1448780_at  1460021_at  1452665_at  1444602_at  1424784_at  1427376_a_at  1457524_at  1422981_at  1447517_at  1450417_a_at  1454229_a_at  1427776_a_at  1443782_x_at | 1418368_at  1422422_at  1425221_at  1460582_x_at  1421837_at  1422934_x_at  1452183_a_at  1421838_at  1459443_at  1447260_at  1426340_at  1455274_at  1422071_at  1420748_a_at  1423017_a_at  1449492_a_at  1443536_at  1446728_at  1459779_s_at  1421257_at  1446730_at  1459834_x_at  1460604_at  1427580_a_at  1418708_at  1422597_at  1434734_at  1441594_at  1441624_at  1434028_at  1427967_at  1434497_at  1444538_at  1457636_x_at  1436845_at  1457262_at  1431031_at  1439380_x_at  1417520_at  1446376_at  1422882_at  1444498_at  1438258_at | 1423868_at  1424396_a_at  1427499_at  1428371_at  1437141_x_at  1437835_a_at  1440082_at  1440500_at  1446593_at  1450762_s_at | 1422954_at  1425986_a_at  1430458_at  1434734_at  1435082_at  1437065_at  1441487_at  1443628_at  1447386_at  1455327_at | 1417122_at  1417623_at  1418571_at  1418572_x_at  1420978_at  1421237_at  1421682_a_at  1423232_at  1423835_at  1426040_a_at  1429357_at  1435355_at  1438079_at  1438172_x_at  1441178_at  1448147_at  1450128_at  1455521_at  1457689_at  A  72  B  58  C  43  AB  10  ABC  6  AC  10  BC  19 | 1418839_at  1423011_at  1423428_at  1436917_s_at  1449576_at  1450762_s_at |

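Paneth cell genes shifted upward in p53-deficient against control intestines (n = 3 each), with a median log2 change of 0.98 over 11 measured. Itln1, an intestinal lectin, read 9140 ± 4070 against 2620 ± 717 (mean ± SD, log2 1.73, adjusted p = 0.082), and the pentraxin gene Mptx1 5280 ± 1850 against 892 ± 492 (2.69, adjusted p = 0.075). The lysozyme gene Lyz1 and the matrilysin gene Mmp7 were higher by 0.98 and 1.16 (adjusted p = 0.098 and 0.13). With limma 0 of the 11 passed over all probe sets, 6 were higher at an unadjusted p under 0.05, and these 6 passed when adjusted over the list alone. The list as a whole had an adjusted p = 6.5e-05 by camera, and adjusted p = 0.34 with an estimated correlation. Its rises with Apc loss and with combined loss rest on the same 3 control arrays, so they are not independent of this one. Between double- and p53-deficient intestines its median was 0.10, and between double- and Apc-deficient intestines 0.20 (adjusted p = 0.2 and 0.37 by camera). The list median on p53-deficient GAP901 equalled that on control d5wt_323u (scaled log2 signal 10.44). Enterocyte genes shifted upward as well (median 0.53, adjusted p = 0.01, and adjusted p = 0.89 with an estimated correlation), but with quantile normalisation the median was 0.05, and the call was lost without control d5wt_323u or d5wt_474u or p53-deficient GAP940. Among single genes, Xaf1, a proapoptotic gene near p53 on its chromosome, rose from 79.9 ± 20.2 to 1090 ± 506 (log2 3.71, adjusted p = 0.017). It lost its call in 2 of 18 alternatives, the omission of control d5wt_110u and that of control d5wt_474u with double-deficient gap429, and the median log2 change over all its probe sets was 0.64. Krt12, a keratin gene, was at least 17.6-fold higher in 1 probe set (adjusted p = 0.012) and did not pass in the other (adjusted p = 0.17), and the kinase gene Mapkapk3 rose by 1.86 (adjusted p = 0.025), the latter not without control d5wt_110u or d5wt_474u or p53-deficient GAP886 or GAP940. Timp4, an inhibitor of metalloproteinases, fell by 1.46 (adjusted p = 0.025), a call lost without the same 4 arrays and with a trend in the variance. In all, 64 probe sets rose and 61 fell at 0.05, and 230 and 240 at 10%. The total of 125 at 0.05 was 49 without control d5wt_110u and 58 without d5wt_474u. The total of 470 at 10% was 157, 183 or 174 without control d5wt_110u, d5wt_323u or d5wt_474u, and 215 or 219 without p53-deficient GAP886 or GAP940. Data set A holds 97 probe sets, 92 higher here, and 28 passed at 0.05 and 49 at 10%. The 49 became 27 or 26 without control d5wt_323u or d5wt_474u, and 26, 32 or 29 without p53-deficient GAP886, GAP901 or GAP940. The study chose the probe sets of Data set A on these arrays, so they are not independent evidence. Of the 97, 93 were undetected in all 3 control intestines, 75 had the same sign between double- and Apc-deficient intestines, and 3 passed there.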

Data set A are probe ID’s altered in d5 induced *cre+Apc+/+p53-/-* samples compared to d5 induced control *cre+Apc+/+p53+/+* samples using a 10%FDR cut-off by SAM analysis.

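Loss of Apc alone raised genes of proliferation and lowered genes of enterocytes, enteroendocrine and goblet cells and of intestinal lymphocytes (n = 3 per genotype). Tnfrsf12a rose from 16.7 ± 4.16 to 1260 ± 217 (mean ± SD, adjusted p = 0.00012), and this probe set read 1060 ± 488 with combined loss. The Tnfrsf12a value given for combined loss in the main text is of its other probe set, which read 803 ± 57.8 with Apc loss. The chromatin protein gene Hmga2 passed in 3 of 4 probe sets, at least 21-fold higher in 1 that was undetected in control intestines (adjusted p = 0.0023) and 2.03 and 2.23 log2 units higher in 2 that were detected (adjusted p = 0.0013 and 0.0012). The ETS transcription factor gene Ets2 passed in 2 of 3, by 1.97 log2 units where detected in control intestines (adjusted p = 0.00047), and its relative Etv4 was at least 20.5-fold higher (adjusted p = 4e-04), with a median log2 change over its 2 probe sets of 3.60 against 4.36 for the first. Proliferation genes rose for 17 of 25 (20 when adjusted over the list alone), with a median log2 change of 0.95 (0.59 with quantile normalisation), and DNA damage response genes for 12 of 17 (12 also when adjusted over the list alone), with a median of 0.90. Blm, a DNA helicase gene, was at least 3.42-fold higher (adjusted p = 0.0014), and the double-strand break repair gene Mre11a rose by 1.56 (adjusted p = 0.0013). Enterocyte genes fell for 10 of 26 (12 when adjusted over the list alone, median −0.99, and −0.61 without Apc-deficient D5fl_331u), including Apoc3, an apolipoprotein gene (−2.72, adjusted p = 0.0036). Enteroendocrine genes fell for 7 of 16, the same number when adjusted over the list alone (median −0.84), and goblet cell genes for 5 of 14 (6 when adjusted over the list alone), with 1 higher. The goblet cell genes Clca1, a secreted mucus protease, and Muc2, the main mucin, fell by 3.54 and 1.12 (adjusted p = 0.0013 and 0.013). Paneth cell genes went the other way, with 5 of 11 higher, the same number when adjusted over the list alone (median 0.90). Lymphocyte genes fell for 5 of 13 (10 when adjusted over the list alone), such as Cd79a of the B cell receptor (adjusted p = 0.0042). By camera these lists had an adjusted p = 8.8e-07 (proliferation), 2e-04 (DNA damage response and lymphocytes), 1e-05 (enterocytes), 0.0071 (Paneth cells) and 0.015 (enteroendocrine and goblet cells). None passed with an estimated correlation, at 0.36 to 0.38. Altogether 5720 probe sets rose and 3874 fell at 0.05, and 3698 and 2065 at 2%. The total of 9594 at 0.05 was 5474 without control d5wt_110u, and that of 5763 at 2% was 2353, 3617 or 3020 without control d5wt_110u, d5wt_323u or d5wt_474u and 3778 or 3691 without Apc-deficient D5fl_131u or D5fl_331u. Data set B holds 92 probe sets, chosen by the study on these arrays. Of these, 91 were higher, 89 passed at 0.05 and 83 at 2%, and 78 also passed in double-deficient intestines in the same direction, while 81 were undetected in all 3 control intestines.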

Data set B are probe ID’s altered in d5 induced *cre+Apcfl/flp53+/+* samples compared to d5 induced control *cre+apc+/+p53+/+* samples using a 2%FDR cut-off by SAM analysis.

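Nearly all probe sets of Data set C had higher fitted signals than control intestines after combined loss, and most also passed with Apc loss alone. Of its 77 probe sets, which the study chose on these arrays (n = 3 per genotype), 76 were higher in double-deficient intestines, 70 passed at an adjusted p under 0.05 and 51 at 2%. The 51 became 33 without double-deficient gap397. In Apc-deficient intestines 52 of the 77 passed at 0.05 in the same direction, and between double- and Apc-deficient intestines 1 passed. Those outside Table 1 the study itself lists as altered with Apc loss too, and of the Table 1 probe sets 27 passed with it. The median fitted change of the 77 was 3.34 log2 units in size, and 66 were undetected in all 3 control intestines. Rian, an imprinted noncoding RNA, passed in 2 of 4 probe sets (adjusted p = 0.021 in that of Table 1), and Meg3, transcribed from the same imprinted cluster, in 7 of 10. A Meg3 probe set of Table 1 rose from 173 ± 29.2 to 1470 ± 164 (mean ± SD, log2 3.10, adjusted p = 0.0038). The iron uptake gene Cybrd1 rose from 45.2 ± 25.9 to 1130 ± 245 (log2 4.76, SE 0.38), and by 3.93 over the median of its probe sets. Il1rn was at least 13.6-fold higher in its probe set of Table 1 (adjusted p = 0.00022), and in 2 others, which some control arrays detected, 0.83 and 1.18 log2 units higher (adjusted p = 0.096 and 0.0075). Agr3 rose from below detection to 225 ± 65.3, at least 21.2-fold (adjusted p = 0.0033). Of 15 imprinted genes measured, 2 rose in double-deficient intestines, which also held when adjusted over the list alone. The list was chosen after Table 1 had been read and is not independent evidence.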

Data set C are probe ID’s altered in d5 induced *cre+Apcfl/flp53-/-* samples compared to d5 induced control *cre+Apc+/+p53+/+* samples using a 2%FDR cut-off by SAM analysis.

How the deposited data were processed for this re-analysis (not part of the article)

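Gene expression was measured in small intestine from 12 mice, 3 for each of 4 genotypes, at day 5 after induction, with 1 Affymetrix array per mouse. The authors deposited a table of signals before normalisation, in which each array has a signal (linear intensity) and a detection p-value for 45101 probe sets, 64 of them AFFX controls. The expression software behind the signals is not given in the sources used here. In the detection columns, 3 arrays (double-deficient) are named by their group only, so detection was counted per group. The authors also deposited a normalised table of 34271 probe sets, in which each value is a score: the array's log signal minus its mean, divided by its standard deviation. These are the probe sets with a detection p under 0.2 on at least 2 arrays, while the paper's text gives at least 1; 34227 of them remain after the screen used here.

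Probe sets with a detection p under 0.2 on at least 1 array were kept, without AFFX controls, which left 36336. Signals under 1 (2905 values) were set to 1, log2 transformed and centred on each array's mean. One model with a mean per genotype, 8 residual degrees of freedom and moderated variances was fitted with limma 3.58.1 in R 4.3.3. Contrasts were Apc-deficient, p53-deficient and double-deficient against control, double- against Apc-deficient, double- against p53-deficient, and the interaction. p-values were adjusted by the Benjamini-Hochberg method over all probe sets tested, and calls were made at 0.05 and at the false discovery rates of the paper (2% for Apc-deficient and double-deficient, 10% for p53-deficient against control, 15% for double- against Apc-deficient). Scaled signals are given as mean ± SD over 3 mice. A gene undetected (detection p of 0.05 or more) on all arrays of a group gives a lower bound of its fold: the mean log2 signal of the other group against that of the undetected group, with each of its signals raised to the lowest signal among probe sets detected on all arrays of that group. Where the signals already lie above this, the bound is the fitted ratio. Bounds are ratios of geometric means, while the means given are arithmetic, and a bound above the ratio of these is left out of the text. No fold is given where both groups are undetected.

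Gene symbols came from the probe table used here: 27536 probe sets had 1 symbol, 754 several and 8046 none, for 15129 genes, and 0 symbols changed when looked up by gene identifier. For each gene the probe set with the highest mean log2 signal stood for it in gene lists, and probe sets marked as matching several transcripts or genes (_s_at, _x_at) were used only where a gene had no other. The p53 probe sets are not in that table and were named from the description column of the signals. For 1 gene named in the paper, Siah1b, no probe set was found by symbol, and it is not analysed here. Genes were named by a rule fixed before the data were examined: the 12 largest increases and 8 largest decreases among genes called in a comparison, up to 4 members of each list, and the genes the paper names. Table 1 and its folds had been read by then. Of these genes the text gives a part.

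A set of 24 gene lists (412 entries, 349 measured) was tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the arrays. The lists cover Wnt targets, Wnt pathway components, p53 targets, p53 feedback genes of the paper, Paneth, goblet and enteroendocrine cells, enterocytes, proliferation, DNA damage response, apoptosis, lymphocytes, myeloid cells, smooth muscle, fibroblasts and endothelium, enteric nervous system, exocrine pancreas, red blood cells, aryl hydrocarbon receptor targets, proximal small intestine, ileum, imprinted genes, interferon response and ribosomal proteins. Imprinted genes were listed because Table 1 shows some.

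Alternatives were quantile normalisation, the deposited normalised table, no scaling, no screen, a screen of detection p under 0.05 on at least 3 arrays, signals under 20 set to 20, a trend in the variance, fits of only the compared genotypes, SAM with 20 permutations in an implementation written for this purpose, the median over a gene's probe sets, arithmetic in place of geometric means for the folds of Table 1, and leaving out each array. Added after the data were examined were the screen on at least 2 arrays, SAM on the deposited table, the omission of control d5wt_474u and double-deficient gap429, and the list tests without each array. With 3 mice against 3 an exact permutation test cannot go below p = 0.1, so no such test was used for single genes. Sensitivity was tested on simulated data with the spread of these arrays. Among 36336 probe sets, 100 were given a log2 change of 1 and 100 a change of 2. In the comparisons of genotypes, limma recovered between 4 and 8 of those with a change of 1, and between 50 and 65 with a change of 2. For the interaction limma recovered 0 and 23. With so few changed probe sets, small changes are mostly missed. The adjusted threshold is less strict where more probe sets pass, as with 9594 in Apc-deficient and 5430 in double-deficient against control intestines. Recovery of small changes at such counts was not tested. Quantitative PCR and histology of the paper are not analysed here.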

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

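The tests on pancreas transcripts were chosen after the result was seen, while the counts over other groupings of the arrays were set before the data were examined.

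The effect of combined loss on 4 probe sets differed from the sum of the single losses, by a test of interaction at an adjusted p under 0.05. Asrgl1, an asparaginase gene, had a log2 interaction of −3.52 (SE 0.34, adjusted p = 0.023). Its mean scaled signals were 13.7 in control, 178 in Apc-deficient, 72.9 in p53-deficient and 85.1 in double-deficient intestines, so that it was higher with each loss, and with both by less than the sum. It was detected on 1 array only, an Apc-deficient one. Zfp81, a zinc finger gene, had −3.26 (SE 0.39, adjusted p = 0.05), with means of 3.7, 33.6, 22.5 and 20.3 in the same order. Eif1ax, a translation initiation factor gene, had −2.75 (SE 0.32, adjusted p = 0.045), with means of 25.6 ± 4.81, 334 ± 67.7, 162 ± 21.4 and 314 ± 39.1 (SD), and was detected on every array but those of control mice. A probe set without a gene symbol went the other way with 4.27 (SE 0.46, adjusted p = 0.031) and means of 58.7, 2.5, 28.9 and 25.2, and was detected on 1 array, a p53-deficient one. All 4 sizes rest on groups below detection, for Eif1ax the control group alone. Over the median of the Eif1ax probe sets, the change in p53-deficient against control intestines was 0.07 log2 units instead of 2.67. No other probe set of Eif1ax passed the test of interaction. Chance is not excluded for this count: of 50 assignments of the 12 arrays to genotypes, the real one included, 3 called as many, the highest other calling 42. A grouping that calls many times the real count points to a structure of the arrays. Such groupings mix genotypes, so the effect of Apc loss itself can enter them, and which structure it is was not tested. The count was 0 without control d5wt_110u, p53-deficient GAP901 or double-deficient gap429, and 1 without p53-deficient GAP940 or double-deficient gap397. It was 2 without control d5wt_474u or Apc-deficient D5fl_131u, 9 without control d5wt_323u, 10 without p53-deficient GAP886, 11 without Apc-deficient D5fl_331u and 111 without Apc-deficient D5fl_444t.

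Transcripts of the exocrine pancreas, which the paper does not report on, stood at a median scaled log2 signal of 12.64 on the array of control d5wt_474u and 11.41 on that of double-deficient gap429, against 4.23 to 6.01 on the other 10 arrays. Genotype as the source is argued against by the arrays themselves, since the middle double-deficient array exceeded the highest Apc-deficient array by 0.12 log2 units only. Pancreas tissue taken with the intestine of these mice is a candidate explanation: the lower of the 2 arrays stood 5.4 log2 units above the highest of the other 10. Among its most abundant genes, the chymotrypsinogen gene Ctrb1 read 7640 and 5790 on these arrays and 7.16 to 47.1 on the others, and the carboxypeptidase gene Cpa1 6200 and 3010 against 2.82 to 12.8. The list of 11 measured pancreas genes was written before the data were examined. What else differs in these samples stays open, and a biological difference between single mice was not tested.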

How the results depend on the processing

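The alternatives that leave out control d5wt_474u and double-deficient gap429 together, screen on at least 2 arrays, apply SAM to the deposited table, or repeat the list tests without each array were chosen after the data were examined, and all others before. Counts are probe sets at an adjusted p under 0.05 unless stated.

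Without scaling the split was 1219 higher and 11124 lower for Apc-deficient against control intestines (9.9% higher, against 59.6% with scaling), 77 and 2305 for p53-deficient (3.2% against 51.2%), 1011 and 2309 for double-deficient (30.5% against 59.6%), 222 and 11 between double- and Apc-deficient (95.3% against 69.2%), 3579 and 635 between double- and p53-deficient (84.9% against 51%) and 4400 and 24 for the interaction (99.5% against 25%). The totals without scaling were 2382 (p53-deficient), 3320 (double-deficient), 233 (double against Apc) and 4424 (interaction). Quantile normalisation gave 197 for p53-deficient (123 higher and 74 lower, 62.4% higher), 49 for double against Apc and 12 for the interaction, while the values normalised by the authors gave 219, 39 and 11. Of the 9594 calls for Apc-deficient against control intestines, 6895 were shared with quantile normalisation. The unscaled shift is the reason for the splits by construction. For the other changed counts in this part the cause was not tested, except where fewer arrays were used.

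With signals under 20 set to 20, p53-deficient gave 469, double against Apc 540 and the interaction 102. A trend in the variance gave 464 for double against Apc and 2 for the interaction. The screen of p under 0.05 on at least 3 arrays gave 184 for double against Apc, and that on at least 2 arrays 12 for the interaction. Fits of the compared genotypes alone, with fewer arrays, gave 5551 (Apc-deficient), 54 (p53-deficient), 15 (double against Apc) and 2173 (double against p53). SAM gave 5479 (Apc-deficient), 73 (p53-deficient) and 17 (double against Apc), and applied to the values normalised by the authors 8298 (double-deficient) and 15 (double against Apc). Without control d5wt_474u and double-deficient gap429 the counts were 5388 (Apc-deficient), 10 (p53-deficient), 790 (double-deficient), 15 (double against Apc), 649 (double against p53) and 0 (interaction; with all arrays 5388 had an unadjusted p under 0.05).

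Leaving out 1 array at a time, the count ran from 5474 (control d5wt_110u) to 9287 for Apc-deficient, from 49 (control d5wt_110u) to 150 for p53-deficient, from 1519 (double-deficient gap397) to 6044 for double-deficient, from 20 (double-deficient gap429) to 570 (Apc-deficient D5fl_444t) for double against Apc, from 1106 (double-deficient gap397) to 3608 for double against p53 and from 0 to 111 (Apc-deficient D5fl_444t) for the interaction. Double against p53, with all arrays 1679 higher and 1616 lower, also fell to 1873 or 1286 without p53-deficient GAP886 or GAP940 and to 1515 without double-deficient gap429.

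Over all alternatives and comparisons, 77 counts stayed within 1.5 times the value with the main settings, 19 were larger and 45 smaller. Of the fold changes of single genes, 149 lost a call, 14 gained one and 914 counted as unchanged. Unchanged means the same direction and side of the threshold. For the median over a gene's probe sets, which has no p-value, it means a move within the spread between mice, and 23 moved further. The fold changes that changed sign were those of the p53 probe sets in Apc-deficient intestines, at −0.03 (first) and −0.02 (second) without scaling. With signals under 20 set to 20 they were 0.64 (adjusted p = 0.019) and 0.65 (0.05), with a trend in the variance the second was 0.65 (0.048), and leaving out 1 array gave 0.53 to 0.80 and 0.51 to 0.84 (the latter without Apc-deficient D5fl_331u). Adjusted p ran from 0.019 to 0.96 and from 0.041 to 0.96 over the alternatives. With an estimated correlation, the list tests of the 3 comparisons against control and of double against Apc kept their side of the threshold in 71 cases and lost it in 25. Over all comparisons 39 list tests passed, of which 36 lost their call with an estimated correlation, 4 with quantile normalisation (1 gained) and 5 without control d5wt_474u and double-deficient gap429 (1 gained). Goblet cells in double-deficient against control intestines lost their call without control d5wt_474u or double-deficient gap346 or gap429. Adjusting over the list alone gained members in 23 of 96 cases. The median fold of Table 1 was 9.77, and 11.1 with quantile normalisation, 11.6 in the deposited table, 8.23 without scaling and 4.95 with signals under 20 set to 20.

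No paired analysis was possible because the sources used here pair no mice across genotypes. A fit with the hybridisation run as a block was planned for runs that hold more than 1 genotype and was not run. The codes in the column names are not stated to be runs, the digit codes hold 1 genotype each, and a block for the letter codes would equal p53 status. Groups of 3 mice against 3 allow 10 splits, too few for a share under 0.05. Only the 6 compared arrays were regrouped, with all 12 arrays in the fit. The real split called 9594 (Apc-deficient), 125 (p53-deficient), 5430 (double-deficient), 107 (double against Apc) and 3295 (double against p53). The highest other split called 1, 1, 0, 8 and 1 in the same order. In each of these, 1 of the 10 splits, the real one, called as many. Signal over background limits the folds: between 40.8% and 51.5% of probe sets were detected per array, and of the 52 probe sets of Table 1, 29 gave a lower bound only and 15 no fold.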

Differences from the paper's values

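The alternatives below were set before the data were examined unless said otherwise. The paper's counts come from SAM at its own thresholds, and the values here from limma at the same false discovery rates.

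For double-deficient against control intestines at 2%, the paper gives 78 probe sets and the value here was 2309. Every alternative set before the data were examined also differs, from 276 without double-deficient gap397 to 3795. For Apc-deficient against control intestines at 2%, the paper's supplement lists 92 and the value here was 5763, and for p53-deficient at 10% it lists 97 against 470 here. Under all alternatives set in advance these differ as well. An own implementation of SAM gave 1063 (Apc-deficient), 1094 (p53-deficient) and 1877 (double-deficient), calling 84 of the 92, 67 of the 97 and 72 of the 77 probe sets listed, where the main settings called 83, 49 and 51. SAM on the values normalised by the authors, added after the data were examined, gave 2742, 798 and 2895, with 91, 73 and 76 of those listed. Leaving out control d5wt_474u and double-deficient gap429, an alternative chosen after seeing the values, gave 74 (double-deficient) and 113 (p53-deficient), within 1.5 times the paper's 78 and 97, but 1906 for Apc-deficient against its 92. It drops 61 of the 77 and 74 of the 97 probe sets the paper lists, so the counts meet and the members do not.

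For probe sets called at 2% in double-deficient intestines and with neither single loss, the paper gives 53 and the value here was 630. The setting without double-deficient gap397 gave 59 and does not differ from the paper's value. All other alternatives set in advance differ, the nearest being 106 without double-deficient gap429. Without control d5wt_474u and double-deficient gap429, chosen after seeing the values, it was 10. With p53 loss left out at 10%, as in the supplement, the paper's count is 43 and the value here was 552. The same setting without gap397 gave 43, and all other alternatives set in advance differ, the nearest being 89 without scaling.

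The paper finds no difference between double- and Apc-deficient intestines at thresholds stricter than its own. At an adjusted p under 0.05, 107 probe sets passed here with limma. The smallest false discovery rate with SAM was 0% in every comparison. A strict cut-off can reach this because the estimate is a median over 20 permutations, so it decides nothing here. SAM called 17 at 5% and 995 at 15%. Of the genes the paper names as differing between these genotypes, Axin2 (log2 difference 0.74), Lect2 (means of 262 and 32.8), Slc39a14 (0.59) and Habp2 (at least 2.43-fold in 1 probe set, and a log2 difference of 0.19 in the other) were higher in double-deficient intestines here, with an adjusted p of 0.17 to 0.21 except for Lect2 (0.062) and the second Habp2 probe set (0.83). The paper found further Wnt targets higher by PCR on samples taken 4 days after induction, while the arrays are of day 5, so the 2 are not compared as one measure. For these the arrays gave −0.06 for Ccnd2, 0.24 for Ascl2, 0.25 for Cd44 and 0.46 for Lef1 (adjusted p = 0.91, 0.78, 0.63 and 0.29). Siah1b, which the paper reports as lower in double- than in Apc-deficient intestines by PCR, had no probe set by symbol and was not analysed.

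The folds of Table 1 were compared as ratios of geometric means. Of 52 probe sets, 8 give a fold and 29 a bound, and with the main settings 0 of these differ from the paper's, that is by more than 1.5 times and beyond the spread between mice for a fold, and by exceeding 1.5 times the paper's for a bound. Under other settings 4 differ: Axin2 as a ratio of arithmetic means (6.87, the paper 4.58), Rian in the deposited table (14.4, the paper 9.54), Sorbs2 with quantile normalisation and in the deposited table (5.81 and 5.87, the paper 3.78), and Arid4b likewise (5.73 and 5.81, the paper 3.55). The fitted ratios lie within 1.5 times the paper's for 44 of 52.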

Other observations

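Of the tests of explanations in this part, the percentiles among probe sets of like brightness were set before the data were examined. The direction in which those neighbours moved, and the other tests, were added after the result was seen.

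Cell types other than those named at the claims moved as follows (n = 3 per genotype). Myeloid genes fell for 5 of 15 in Apc-deficient and 2 in double-deficient intestines, the mast cell protease gene Mcpt2 at least 5.51-fold with Apc loss (adjusted p = 0.0066). Lymphocyte genes fell for 6 of 13 in double-deficient intestines, including the cytotoxic granule gene Gzmb (−2.98, adjusted p = 0.0075). Ileal genes fell for 3 of 7 and 4 of 7, such as the bile acid transporter gene Slc51a (−2.10 and −1.77, adjusted p = 0.0031 and 0.013). Ribosomal protein genes rose for 7 and 3 of 11, with medians of 0.77 and 0.70 (0.34 and 0.44 with quantile normalisation). Interferon response genes rose for 3 with 1 lower of 14 with Apc loss (median 0.59, and 0.28 with quantile normalisation) and fell for 2 with combined loss. Enteric nervous system genes fell for 3 of 8 with Apc loss (adjusted p = 0.11 for the list by camera). These 3, Ret, Gfap and Elavl4, were undetected on every control array, so a fall of this cell type is not shown. Fibroblast and endothelium genes fell for 2 of 12 and 1 of 12. Goblet cell genes fell for 1 of 14 with combined loss (median −0.58, and −0.37 without control d5wt_474u and double-deficient gap429), and DNA damage response genes rose for 8 of 17 (median 0.65). Of the proximal genes, 1 rose and 2 fell of 9 in each comparison.

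The p53 feedback genes of the paper had 2 higher and 1 lower of 6 with Apc loss (median 0.32, and −0.06 with quantile normalisation) and 1 lower with combined loss. Apoptosis genes had 4 higher and 1 lower of 16 (median 0.24, −0.17 with quantile normalisation) and 2 higher and 1 lower. p53 targets had 4 higher and 3 lower of 29 (0.21, −0.06 with quantile normalisation) and 1 higher and 4 lower, among them Ccng1 (−1.19, adjusted p = 0.042). With limma 0 members passed, with Apc loss, of smooth muscle (11), pancreas (11), red blood cells (2), aryl hydrocarbon receptor targets (6) and imprinted genes (15), and at an unadjusted p under 0.05 only 1 higher and 1 lower of the aryl hydrocarbon receptor targets. Of these, aryl hydrocarbon receptor targets had 1 lower with combined loss (−0.70), and the imprinted list held 2 higher (median −0.17, mean 0.08). Between double- and p53-deficient intestines, 19 Wnt targets rose (median 1.48, adjusted p = 1.9e-18, and adjusted p = 0.0035 with an estimated correlation) and 17 enterocyte genes fell (−1.80).

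Array values at day 5 follow for genes that the paper measured by other means, at 4 days after induction for the PCR. Ppm1d, which encodes WIP1, is discussed in the paper but was not measured there. It rose by 0.89 with Apc loss (adjusted p = 0.035, and 1.66 over the median of its probe sets) and was 0.60 higher with combined loss without passing (adjusted p = 0.15). Its first call was lost without scaling, control d5wt_323u or d5wt_474u, or Apc-deficient D5fl_131u or D5fl_444t. H2ax rose by 0.90 with Apc loss (0.025), lost with quantile normalisation, in the deposited table, without scaling, and without control d5wt_110u or d5wt_474u or Apc-deficient D5fl_444t. Mdm2 and Cdkn1a differed by 0.07 and −0.51 with Apc loss, the latter with an adjusted p = 0.24. Slc39a14 rose by 0.81 with combined loss (0.03). A Habp2 probe set was at least 2.43-fold higher in double- than in Apc-deficient intestines with an adjusted p = 0.17, and passed without Apc-deficient D5fl_331u. Fzd7 differed by 0.04 with Apc loss and 0.38 with combined loss (0.89 and 0.17).

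The p53 transcript in Apc-deficient intestines, which the paper gives as raised about 1.7-fold in an earlier array experiment (the paper's value), was 1.56- and 1.57-fold higher here without passing the test (log2 0.64, SE 0.47, adjusted p = 0.34 for the first probe set and log2 0.65, SE 0.25, adjusted p = 0.075 for the second). The spread of the first probe set was estimated over all 12 arrays, including those of p53-null mice, where it was undetected and read 3.53 to 15.1. This can widen its SE. With signals under 20 set to 20 its log2 difference stayed at 0.64 with an adjusted p = 0.019, while it did not pass in 17 of 18 alternatives. Without scaling the differences of the 2 probe sets were −0.03 and −0.02, but leaving scaling out moves every probe set by the same amount and so decides nothing about p53. Among the 1000 probe sets closest in mean signal, the p53 probe sets stood at the 85.9 and 65.1 percentiles. The median changes of these neighbours were −0.32 and 0.35, so a shift shared by probe sets of like brightness runs against the first difference, and for the second it stays open. A higher p53 transcript stays open as well, the smallest adjusted p over the scaled, quantile and unscaled values being 0.075. With 3 mice per genotype these cannot be told apart.

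Probe sets that changed with p53 loss were weighed against a strain variant carried with the p53 allele. Of the 200 measured genes nearest to p53, 2 (Tnfsf13os and Xaf1) passed in p53-deficient intestines, 1% against 0.54% elsewhere (Fisher's exact p = 0.3, two-sided), too few calls to decide. Lower transcription of p53 targets stays open too, since the target list had a median of −0.13 with members going both ways, and 0.09 without control d5wt_474u and double-deficient gap429. What the codes in the column names stand for is not stated. If they mark hybridisation runs, run and p53 status cannot be told apart, because 0 codes, of digits or letters, hold both p53-null and p53 wild-type arrays. The letter codes hold 2 genotypes each, so that by them the comparisons of Apc-deficient with control and of double- with p53-deficient intestines lie within 1 code. By the digit codes, with 1 genotype each, these comparisons too lie across codes and would be confounded with the run. Loss of p53 itself, the biological explanation the design names, stays open and cannot be separated from what these codes stand for.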
